# Unraveling the epigenomic and transcriptomic interplay during alcohol-induced anxiolysis

**DOI:** 10.1038/s41380-022-01732-2

**Published:** 2022-09-12

**Authors:** Harish R. Krishnan, Huaibo Zhang, Ying Chen, John Peyton Bohnsack, Annie W. Shieh, Handojo Kusumo, Jenny Drnevich, Chunyu Liu, Dennis R. Grayson, Mark Maienschein-Cline, Subhash C. Pandey

**Keywords:** Neuroscience, Addiction

## Abstract

Positive effects of alcohol drinking such as anxiolysis and euphoria appear to be a crucial factor in the initiation and maintenance of alcohol use disorder (AUD). However, the mechanisms that lead from chromatin reorganization to transcriptomic changes after acute ethanol exposure remain unknown. Here, we used Assay for Transposase-Accessible Chromatin followed by high throughput sequencing (ATAC-seq) and RNA-seq to investigate epigenomic and transcriptomic changes that underlie anxiolytic effects of acute ethanol using an animal model. Analysis of ATAC-seq data revealed an overall open or permissive chromatin state that was associated with transcriptomic changes in the amygdala after acute ethanol exposure. We identified a candidate gene, *Hif3a* (Hypoxia-inducible factor 3, alpha subunit), that had ‘open’ chromatin regions (ATAC-seq peaks), associated with significantly increased active epigenetic histone acetylation marks and decreased DNA methylation at these regions. The mRNA levels of *Hif3a* were increased by acute ethanol exposure, but decreased in the amygdala during withdrawal after chronic ethanol exposure. Knockdown of *Hif3a* expression in the central nucleus of amygdala attenuated acute ethanol-induced increases in *Hif3a* mRNA levels and blocked anxiolysis in rats. These data indicate that chromatin accessibility and transcriptomic signatures in the amygdala after acute ethanol exposure underlie anxiolysis and possibly prime the chromatin for the development of AUD.

## Introduction

Clinical and preclinical studies have shown that anxiolytic effects of acute ethanol promote higher alcohol consumption and are crucial for the development of alcohol use disorder (AUD) [1–4]. Humans with anxiety disorders have the tendency to transition from occasional drinking to dependence more rapidly than those without [5, 6]. The extended amygdaloid circuitry is implicated in the regulation of anxiety behavior and serves as a critical hub in mediating acute and chronic ethanol’s behavioral and molecular effects [7–9]. Alcohol’s actions on modulating the excitability of the extended amygdaloid circuitry may play an important role in anxiety behaviors [10]. It is well established that the behavioral effects of acute and chronic alcohol exposure are under complex epigenetic control [2, 9].

We recently showed acute ethanol-induced anxiolysis is dependent on microRNA-494 (miR-494) signaling, which impacts regulation of CBP [CREB (cyclic adenosine monophosphate response element binding protein) binding protein], p300, and Cbp/p300-interacting transactivator 2 (CITED2) in the amygdala [11]. Acute ethanol exposure is associated with increases in histone H3K9 and H4K8 acetylation, via inhibition of histone deacetylases (HDACs), in addition to decreases in H3K9me2 and G9a (histone methyltransferase) protein levels in the amygdala of rats [12–15]. Recent studies have shown similar increases in histone acetylation in mouse hippocampus, prefrontal cortex and liver after acute ethanol exposure [16]. Furthermore, the increased histone acetylation in the amygdala and associated behavioral changes such as decreased anxiety undergo neuroadaptation (tolerance) and are reversed following withdrawal from chronic ethanol exposure [2, 12, 13]. However, in the amygdala, the genome-wide loci where these epigenomic and associated transcriptomic changes occur following a low dose of ethanol are currently unknown.

In this study, we sought to investigate this question by utilizing two genome-wide approaches: Assay for Transposase-Accessible Chromatin with high throughput sequencing (ATAC-seq), which identifies changes in genome accessibility, and RNA-seq, which assesses changes in global gene expression following acute ethanol [17, 18]. ATAC-seq makes use of the integrative capabilities of the hyperactive Tn5 transposase and next-generation sequencing to identify more accessible (open) versus less accessible (closed) regions across the genome and also provides a wealth of information regarding protein-DNA interactions [17, 19]. By functionally linking this with data from RNA-seq, which provides a global transcriptomic readout, we identified candidate gene targets containing differential chromatin modifications at their transcriptional control regions that correlated with differential expression in the amygdala, likely contributing to the anxiolytic effects of acute ethanol.

## Materials and methods

### Acute ethanol exposure paradigm

Adult male and female Sprague–Dawley rats were purchased from Harlan (Indianapolis, IN) and group housed with *ad libitum* food and water access in a temperature-controlled room on a 12/12-h light/dark cycle. All procedures were performed in accordance with the National Institute of Health Guidelines for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee. Animals were randomly assigned to various groups and the number of rats in each group was based on our previous publications [11–13]. Acute ethanol (1 g/kg, intraperitoneal) or n-saline injections and anxiety behavioral measurements [elevated plus-maze (EPM) exploration test] were performed as described previously [13]. Rats were subjected to explore EPM for 5 min 1 h after injections. Immediately after behavioral measurements or 1 h after ethanol injections (without behavioral measurements), animals were anesthetized with isoflurane, and brain regions [amygdala (central, medial, and basolateral nuclei), bed nucleus of the stria terminalis (BNST) and dorsal hippocampus] were dissected (within 5 min) and stored at −80 °C until processed for various biochemical studies as described below. The Analox Alcohol Analyzer (Lunenburg, MA) was used to measure blood alcohol levels at the time of brain collection. The average blood ethanol level (mg%) of ethanol-treated male rats was 89.3 ± 2.9 (*n* = 40; mean ± SEM), as we have previously observed (11, 13–15). The average blood ethanol level (mg%) of ethanol-treated female rats was 74.5 ± 7.6 (*n* = 8; mean ± SEM), The mean ± SEM (*n* = 41) body weights (gm) of both treatment groups were not significantly different from each other in males (Control = 304.6 ± 4.3; Ethanol = 302.8 ± 3.6). Similarly, in females, the mean ± SEM (*n* = 8) body weights (gm) among both groups were not different from each other (Control = 204 ± 2.8; Ethanol = 200.6 ± 3.1). All data presented here were generated in adult male rats except Fig. S3, which was performed in adult female rats. Experiments were not performed blindly.

### ATAC-sequencing

Following acute ethanol treatment, frozen amygdala samples (six controls and six ethanol treated) were tagmented with Illumina’s Nextera DNA sample prep kit (Illumina®, San Diego, CA). Following purification, DNA was amplified using custom Nextera library-specific primers. The resulting libraries were assessed for quality nucleosome ladder profiles and quantification on the Agilent Bioanalyzer with the Agilent DNA HS assay kit (Agilent Technologies, Santa Clara, CA). Libraries were paired-end sequenced using the Illumina® platform. The bioinformatic processing of ATAC-seq data is described in supplementary methods.

### RNA-sequencing

Total RNA was extracted from amygdala tissues obtained from a separate cohort of rats, using the RNeasy® kit (QIAGEN, Germantown, MD) following the manufacturer’s protocol. A total of six controls (saline-treated) and six ethanol-treated rats were used. Agilent Tapestation (Agilent Technologies, Santa Clara, CA) was used to assess RNA quality using the RNA Integrity Number (RIN) assessment, and the average RIN value for the samples indicate high quality and integrity of isolated RNA (Control = 8.7 ± 0.118; Ethanol = 8.9 ± 0.119). Total RNA from 2 animals was pooled, resulting in *n* = 3 in each group for RNA-seq. The concentrations were determined by fluorometric analysis, and 1 µg of RNA in 20 µl of RNAse-Free water was used for library preparation. The libraries were prepared and sequenced in the DNA Services laboratory of the Roy J. Carver Biotechnology Center at the University of Illinois at Urbana-Champaign. The Illumina® platform was used for library preparation and single-end sequencing using the TruSeq Stranded mRNAseq Sample Prep kit (Illumina®, San Diego, CA). Libraries were sequenced for 100nt on three lanes of a HiSeq2500 (Illumina® platform). The bioinformatic analysis of RNA-seq data is described in supplementary methods.

### Integration of ATAC-seq with RNA-seq data

ATAC peaks were annotated to nearby genes on the basis of close proximity (promoter association, 2 kb ± from transcription start site [TSS]) or potential long-range interactions (distal association, up to 200 kb from TSS). The genes in the 2 kb list (31 genes, Table 1, FDR < 0.2) were cross-referenced for their presence in the RNA-seq data (FDR < 0.2) for mRNA changes.

**Table 1:** Genes that are associated with ATAC-seq peaks at their promoters (TSS ± 2 kb).

Peak ID	Chromosome	Start	End	Gene name	TSS ± 2 kb	Ethanol/Control: logFC	Ethanol/Control: *Q* Value
peak_3217	1	78998888	79004845	Hif3a	−1019	0.739398	1.51668E−10
peak_68740	20	8090968	8098770	Fkbp5	0	0.563998	1.33121E−05
peak_40629	15	30183087	30184570	LOC290156	0	0.613106	0.000106
peak_40797	15	31685828	31687526	LOC108353020	148	0.775034	0.000129
peak_108576	8	53142419	53148464	Zbtb16	0	0.419321	0.002019
peak_40843	15	32135389	32137992	LOC102556508	0	0.482184	0.002740
peak_40647	15	30553539	30555161	Trav14s1	677	0.779843	0.003097
peak_40834	15	32042566	32045051	LOC103693854	0	0.460100	0.005350
peak_40541	15	29366687	29370177	LOC684995	16	0.555889	0.006129
peak_63413	2	140705353	140708314	Mgst2	−82	0.536870	0.009204
peak_3216	1	78995896	78998702	Hif3a	0	0.431469	0.010197
peak_96228	6	76175484	76176788	Psma6	1024	0.605321	0.012949
peak_40796	15	31675907	31679085	LOC102555014	0	0.393897	0.014117
peak_10302	1	221753875	221755151	Pygm	−1174	0.685527	0.037892
peak_44676	16	8497159	8500489	Ogdhl	0	0.378384	0.073691
peak_67100	2	239413152	239414771	Cxxc4	−111	−0.417057	0.078753
peak_86677	5	33180626	33182976	Maged2	0	−0.317445	0.082602
peak_62601	2	105000505	105002148	LOC682402	0	−0.552217	0.100118
peak_105292	7	130540544	130541153	Acr	−167	0.764952	0.100712
peak_40773	15	31510679	31512130	LOC682708	0	0.482470	0.112276
peak_87750	5	69832439	69834831	Nipsnap3b	0	−0.451526	0.112958
peak_44673	16	8466095	8467877	LOC102550503	0	0.482126	0.123118
peak_9080	1	201498140	201500195	Htra1	0	0.371520	0.134251
peak_21401	11	30362069	30365302	Sod1	0	−0.284925	0.161426
peak_92245	5	165026989	165029576	LOC108351059	0	0.393443	0.165461
peak_97599	6	111475449	111477839	Slirp	0	−0.353192	0.165461
peak_97599	6	111475449	111477839	Alkbh1	0	−0.353192	0.165461
peak_40642	15	30533803	30535711	LOC102552674	0	0.512589	0.170042
peak_103519	7	109203060	109206986	Zfat	525	0.314836	0.181991
peak_1056	1	31493765	31495003	LOC100911237	0	−0.690268	0.185516
peak_34139	14	7617155	7618444	Slc10a6	0	0.602676	0.190299

### Candidate gene analysis for mRNA, histone acetylation, and DNA methylation fold changes

Total RNA was extracted, as described above, from the amygdala, BNST, and dorsal hippocampus. Reverse transcription followed by candidate gene qPCR to evaluate mRNA fold changes were performed, as described previously [11]. The occupancy of acetylated histones (H3K9/14ac, Cat. No. 06-599 MilliporeSigma, Burlington, MA; H3K27ac, Cat. No. 39133, Active Motif, Carlsbad, CA) and HIF3A (Cat. No. ab10134, Abcam, Waltham, MA) was evaluated at specific sites of genes using chromatin immunoprecipitation (ChIP) assay in the amygdala followed by qPCR and relative fold changes were determined, as described previously [20, 21]. DNA methylation fold changes were analyzed at the promoter sites of *Hif3a* and *Slc10a6* genes in the amygdala using MethylMiner™ assay for 5-methylcytosine (5mC) followed by qPCR and determination of relative fold changes, as published by us [22]. For all the qPCR assays, relative fold changes were determined using the ΔΔCt method [23]. Primer sequences are included in Table S4.

### Stereotaxic surgery and infusion of Hif3a siRNA into CeA

Animals were bilaterally cannulated with CMA/11 guide cannulae (CMA Microdialysis, North Chelmsford, MA) targeting the central nucleus of amygdala (CeA) using coordinates from bregma (posterior −2.5 mm, medial-lateral ±4.2 mm, ventral −5.1 mm) and siRNA infusion procedures as described previously by us [21, 24]. One week after surgery, they were infused with either negative control siRNA (Cat. No. 1027310) or Hif3a siRNA (Cat. No. SI01521604) (1 µg in 0.5 µl/side) (QIAGEN, Germantown, MD) using probes that delivered siRNA into the CeA, 3 mm beyond the guided cannulas [24]. The sequences of the Hif3a siRNA were: sense, 5′-CGACGAGAGGAUUGCAGAATT-3′; antisense 5′-UUCUGCAAUCCUCUCGUCGCA-3′. The siRNAs were dissolved in iFect solution (Neuromics, Edina, MN). Post-infusion (~23 h), rats were treated with ethanol (1 g/kg) or saline, and after 1 h, anxiety measures were determined using EPM [13]. Following behavioral measurements, rats were anesthetized with isoflurane, and amygdaloid tissues (predominantly CeA but also including surrounding medial and basolateral amygdala) were dissected and stored at −80 °C for mRNA measurements as described above.

### Chronic ethanol treatment

Adult male rats received liquid Lieber–DeCarli ethanol or control diets for 15 or 16 days as described previously [13, 14]. Ethanol-fed rats were withdrawn for 0 or 24 h, anesthetized, and sacrificed to dissect out the amygdala for the measurement of mRNA levels of *Hif3a* using qPCR, as described above.

### Statistical Analysis

Statistical analysis was performed using SigmaStat software suite (Systat Software Inc., San Jose, CA). Differences between control and ethanol groups were analyzed using Student’s unpaired two-tailed *t* test. For Hif3a siRNA experiments, two-way ANOVA followed by Tukey’s post-hoc test was performed. For the *Hif3a* chronic ethanol and withdrawal experiment, Kruskal–Wallis one-way analysis of variance followed by Tukey’s post-hoc test was used. Inclusion/exclusion criteria were not preestablished. Outliers were determined using interquartile range (IQR) method. For whole genome approaches (ATAC-seq and RNA-seq), details of statistical analysis are provided in supplementary methods.

## Results

### Acute ethanol produces an anxiolytic-like response

We measured anxiety-like behaviors 1 h after acute ethanol by using the elevated plus maze exploration (EPM) test. The results confirmed our earlier findings [11, 13–15] that acute ethanol significantly increases the percentage of open-arm entries and percentage of time spent in the open arms (Fig. S1), which are indicators of the anxiolytic effects of acute ethanol in male rats. Similar findings were also observed in female rats (Fig. S3A).

### ATAC-seq analysis in the amygdala after acute ethanol exposure

We used ATAC-seq to assess chromatin accessibility in the amygdala after acute ethanol exposure and obtained a total of 118,836 peaks (Table S1). We observed a differential pattern of distribution (Heatmap, Fig. 1A) with an overall increase in genome-wide chromatin accessibility after acute ethanol exposure (Fig. 1A, B). The majority of peaks were localized to intergenic and distal regulatory regions, while about 12% of these peaks (14,707) were in promoter proximal regions (±2 kb of TSS) (Fig. 1C). We observed 164 significant peaks that were differentially altered in the amygdala between ethanol-treated and control rats at FDR < 0.05: 148 were ‘open’-chromatin peaks in ethanol-treated versus saline-treated controls and 16 were ‘closed’ (Fig. 1B). We identified 31 genes (FDR < 0.2) that had peaks at their promoters (±2 kb of TSS) (Table 1). Ingenuity Pathway Analysis (IPA®) of these genes resulted in two gene networks (Fig. S4) containing *Hif3a* (hypoxia-inducible factor 3 subunit alpha) and *Slc10a6* (solute carrier family 10 member 6). *Hif3a* promoter contained two peaks (peak_3217 and peak_3216) and *Slc10a6* contained one peak (peak_34139) that were upregulated after acute ethanol exposure (Table 1). Interestingly, the most significant differential promoter peak was associated with *Hif3a*, a transcription factor involved in adaptive responses to hypoxic stress impacting diverse regulatory biological pathways [25, 26]. These data suggest that expression of these two genes may be altered in the amygdala, most likely induced by acute ethanol exposure.

**Fig. 1:**
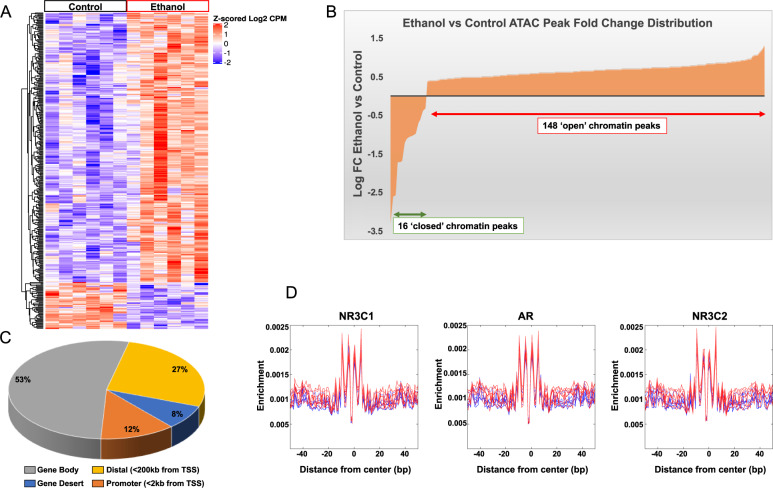
ATAC-seq data analysis in the amygdala of acute ethanol exposed rats. **A** Heatmap showing differential ATAC peaks (FDR < 0.2; 345 peaks) and chromatin accessibility in the amygdala after acute ethanol exposure. Red represents increases in peaks and blue represents decreases in peaks. Individual peaks are represented in rows and individual animals from control and ethanol groups (*n* = 6 animal per treatment) are shown in columns. **B** Distribution of ATAC peak fold changes indicating that out of the 164 peaks at FDR < 0.05, 148 peaks were associated with ‘open’ chromatin regions in the amygdala of acute ethanol-treated compared to 16 peaks in the control rats. **C** ATAC-seq data analysis in the amygdala of acute ethanol exposed rats showing distribution of ATAC peaks across genomic features. **D** Footprinting images for the top 3 (out of 41) motifs derived from FIMO analysis of 572 vertebrate motifs from the JASPAR database. The motifs satisfied the following criteria: *q* < 0.01 and >50% enrichment (log2 ratio >0.585). The blue lines represent controls and the red lines represent ethanol-treated samples. [(NR3C1- Glucocorticoid Receptor; Nuclear Receptor Subfamily 3 Group C Member 1), (AR- Androgen Receptor), NR3C2 (Mineralocorticoid Receptor; Nuclear Receptor Subfamily 3 Group C Member 2)].

We further searched for putative transcription factor (TF) binding motifs in the differential ATAC peak regions (FDR < 0.2; 345 peaks) to identify potential regulators of differential chromatin accessibility in the amygdala, and we also generated footprinting images to supplement these data. True TF-DNA binding should prevent integration of the transposase at the binding site, which is reflected in these footprints as a drop-in enrichment or a pattern change around the motif that matches the size of the binding site. The observed reduction in transposon binding at the site of the motif then implies occupancy of those sites by another molecule, which, based on the motif specificity, is most likely the TF [17] (Fig. 1D and Table S2). Predicted transcription factors that bind these motifs include those that have been implicated in alcohol responses, such as the glucocorticoid receptor, NR3C1 [27–29].

### RNA-seq analysis and validations of gene expression in the amygdala after acute ethanol exposure

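The RNA came from the amygdala of male rats that received saline (control) or ethanol at 1 g/kg by intraperitoneal injection, with the tissue collected 1 h later. RNA from 2 rats was pooled for each library, so the 6 rats of each group gave 3 libraries. The libraries were strand-specific and were sequenced as single-end reads of 100 nt over 3 lanes. The authors deposited raw counts for each library, the number of reads that featureCounts assigned to the exons of each of 38445 NCBI genes of the Rnor_6.0 build, without normalization. Reads that aligned to several places and reads that overlapped more than 1 gene on the same strand had been left out of these counts. For the values given here, the counts were scaled between libraries by edgeR's TMM method, whose factors lay between 0.976 and 1.01, and are given as CPM. The ethanol and control groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 18141 genes that passed edgeR's filterByExpr at its default minimum of 10 counts. The control and ethanol libraries carry the same replicate numbers although they come from different rats. Over 14241 genes, the deviations from the group mean correlated by 0.208 on average between libraries of the same number and by -0.11 between libraries of different numbers, a value that largely follows from the first because the deviations within a group sum to 0. The libraries numbered 1 correlated by 0.0264, less than control 1 with ethanol 3 (0.305), so the pairing is uncertain. The quasi-likelihood test and the main gene set and direction tests were therefore also run with the replicate number as a block. Other tests were run without it. Symbols were matched to 29322 of the gene identifiers through the reference gene table and to 404 more through Table S1, which left 8719 identifiers without a symbol. Counts of the female-specific transcript Xist were between 1 and 4 per library, and the Y-linked gene Ddx3y was expressed at 146 CPM in the control group and 136 CPM in the ethanol group, which matches the sex given for the rats.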

To evaluate whether acute ethanol-induced chromatin accessibility is responsible for transcriptomic changes in the amygdala of male rats, we performed RNA-seq using the Illumina® platform. The high sequencing depth resulted in 62.58–70.76 million reads per sample (Fig. S5). 

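Between 62576504 and 70755739 reads per library were assigned to genes, with a median of 64722483 in the control group and 65944511 in the ethanol group, and the totals of the groups overlapped. In the unit used by the paper, the assigned reads numbered 64.72, 70.76 and 62.58 in the control libraries and 65.16, 65.94 and 68.83 in the ethanol libraries. Reads that could not be assigned to a gene are not part of these totals. Between 23609 and 24067 genes per library had at least 1 count, and the 10 genes with the most counts took 2.92% to 3.91% of a library's counts. At this depth, 3 counts correspond to 0.0424 to 0.0479 CPM, depending on the library, and this floor covers counting error only, because reads without molecular identifiers are not independent molecules. Within each group, the counts of each pair of libraries differed by more than counting error, with a chi-square per degree of freedom from 15.3 to 72.6.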

After calculating fold changes and FDR corrected values (Table S3), we used an FDR < 0.2, to identify 91 genes that exhibited significant differential fold changes in the ethanol group compared to controls (Heatmap, Fig. 2A). 

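With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of the 18141 genes tested had an adjusted p below 0.2, and the smallest adjusted p was 0.807. At an unadjusted p below 0.05 there were 763 genes, of which 289 were higher and 474 lower in the ethanol group, where 907 are expected by chance. With the replicate number as a block (correlation of same-numbered libraries 0.208), 0 genes had an adjusted p below 0.2 from the same test, the smallest adjusted p was 0.463, and 1030 genes had an unadjusted p below 0.05. Among the alternatives fixed before the data were examined that kept all 6 libraries, edgeR's likelihood ratio test gave 77 genes with an adjusted p below 0.2 (25 higher and 52 lower) and DESeq2 gave 75 (29 higher and 46 lower), and 59 genes were called by both. Limma-voom gave 0. Limma-voom with sample quality weights, chosen after the data were seen, gave 83 genes, of which 74 are among the paper's 91. Its weight was lowest for ethanol replicate 3 (0.38). On simulated data with no change, the likelihood ratio test called 23 genes and DESeq2 34. The quasi-likelihood test and limma-voom with sample quality weights each called 4. The simulated genes were drawn independently, so these numbers need not hold for the real libraries. Leaving out ethanol replicate 3 gave 82 genes with edgeR's quasi-likelihood test. Leaving out ethanol replicate 1 gave 4, and each of the other fits without 1 library gave 0. Table S3 lists 91 genes with q below 0.2, of which 23 were higher and 68 lower in the paper's values. Each of the 91 was tested here and changed in the direction that Table S3 gives. Of these genes, 82 had an unadjusted p below 0.05, and 91 had an adjusted p below 0.2 when the adjustment covered the list alone, with and without the block. Because the list holds the paper's own calls on these libraries, none of these counts is an independent test. The same holds for the separation of the groups in these genes. The 23 rising genes had a median log2 fold change of 0.38, from 0.23 to 1.39, and for each of them all 3 ethanol libraries were above all 3 control libraries. The 68 falling genes had a median log2 fold change of -1.22, from -2.54 to -0.25, and 53 of them had groups that did not overlap. The falling genes varied more between the ethanol libraries, with a median log2 difference from the control mean of -1.75 in replicate 1, -1.47 in replicate 2 and -0.58 in replicate 3. For the rising genes, the same differences were 0.37, 0.47 and 0.33. Of the falling genes, 12 are in a hand-written list of choroid plexus markers. Among these is Ttr, at 462, 996 and 817 CPM in controls and at 5.42, 4.34 and 425 CPM after ethanol. The fall of the choroid plexus genes cannot be told apart from a difference in dissected tissue. Among the genes with the smallest unadjusted p whose groups did not overlap were Ptgfrn, Scube1 and Usp2, with log2 fold changes of 0.38, 0.54 and 0.38, and Hoatz, Cdhr4, Ccdc146 and Dnah1, with log2 fold changes of -1.34, -0.83, -0.71 and -0.95. LOC103691456, which belongs to the same group, fell by 2.46 on the log2 scale, from a level of 0.175 CPM in the control group.

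**Figure D1:**
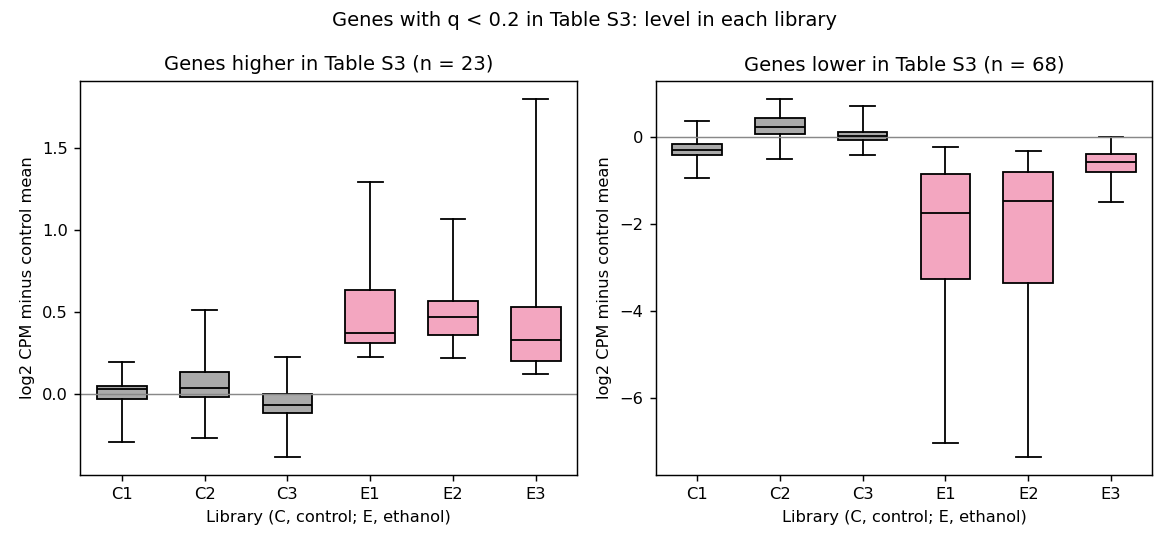
Difference between the log2 CPM of a gene in 1 library and its mean over the control libraries, for the 23 genes that Table S3 lists as higher (left) and the 68 it lists as lower (right) at q below 0.2. Boxes span the quartiles with the median as a line and whiskers reach the lowest and highest gene. The falling genes have medians of -1.75 and -1.47 in ethanol replicates 1 and 2 and -0.58 in ethanol replicate 3. They include 12 choroid plexus markers, whose fall cannot be told apart from a difference in dissected tissue.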

Pathway analysis using IPA® revealed several networks involved in critical cellular processes including organismal injury, cell death and survival, cellular organization and tissue development. The top 4 networks are shown in Fig. S6. 

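The RNA-seq levels of Tbr1, Trim54, Syt5, Robo2, Nptx2, Dusp1, Kcnj13 and Mapk13 are given here for each group. Tbr1 (NCBI gene 680427) lies on chromosome 3 of Rnor_6.0 from 47677720 to 47685902. It increased from 14.6 ± 0.758 CPM (SD, n = 3 libraries) in controls to 21.3 ± 1.44 CPM (SD, n = 3) after ethanol, a log2 fold change of 0.55 (standard error 0.08, adjusted p = 0.807 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Trim54 (NCBI gene 362708, chromosome 6 from 26603364 to 26623950) increased from 6.03 ± 1.02 CPM (SD, n = 3) to 10.5 ± 1.44 CPM (SD, n = 3), a log2 fold change of 0.80 (standard error 0.15, adjusted p = 0.807 from the same edgeR test). Syt5 (chromosome 1 from 72859806 to 72867934), Robo2 (chromosome 11 from 11062866 to 12618793), Nptx2 (chromosome 12 from 12014638 to 12025547) and Dusp1 (chromosome 10 from 16970642 to 16973425) had log2 fold changes of 0.28, 0.29, 0.38 and 0.42, with standard errors of 0.09, 0.08, 0.09 and 0.08. Their adjusted p from the same edgeR test were 1.0, 0.966, 0.834 and 0.807. Kcnj13 (NCBI gene 94341, chromosome 9 from 94486719 to 94495333) decreased from 14.8 ± 4.64 CPM (SD, n = 3) to 4.38 ± 3.02 CPM (SD, n = 3), a log2 fold change of -1.75 (standard error 0.47, adjusted p = 0.966 from the same edgeR test). For these 7 genes, the 3 ethanol libraries all lay on the same side of the 3 control libraries, for which a 2-sided exact permutation test gives p = 0.1, the smallest that 3 libraries against 3 allow. Mapk13 (NCBI gene 29513, chromosome 20 from 6018374 to 6027467) was expressed at a low level, with 0.52 ± 0.0932 CPM (SD, n = 3) in controls and 0.235 ± 0.245 CPM (SD, n = 3) after ethanol. Its log2 fold change of -1.10 (standard error 0.56, adjusted p = 1.0 from the same edgeR test) did not separate the groups, since ethanol replicate 3 reached 0.517 CPM and the lowest control 0.413 CPM (exact permutation test, p = 0.2). Without ethanol replicate 3, the log2 fold change of Mapk13 was -2.45, and with a choroid plexus marker score as a covariate, an alternative chosen after the data were seen, it reversed to 0.31. Under that covariate the log2 fold change of Kcnj13 kept its sign but went from -1.75 to -0.57, so much of its decrease went with the score. The score was low in ethanol replicates 1 and 2 and at the level of the controls in ethanol replicate 3. These covariate fits therefore lean on ethanol replicate 3 and cannot separate choroid plexus from other differences of that library. With the replicate number as a block (correlation of same-numbered libraries 0.208), edgeR's adjusted p for Trim54 was 0.463, and for Tbr1 and Kcnj13 it was 0.584. It was 0.627 for Syt5, Robo2, Nptx2 and Dusp1 and 0.852 for Mapk13. Tbr1, Trim54, Nptx2 and Dusp1 had an adjusted p below 0.2 with edgeR's likelihood ratio test (0.00327, 0.0142, 0.155 and 0.0697) and with DESeq2 (0.000545, 0.00404, 0.13 and 0.0346). Kcnj13 had one with the likelihood ratio test (0.11) but not with DESeq2 (0.541), and Syt5, Robo2 and Mapk13 had one with neither.

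**Figure D2:**
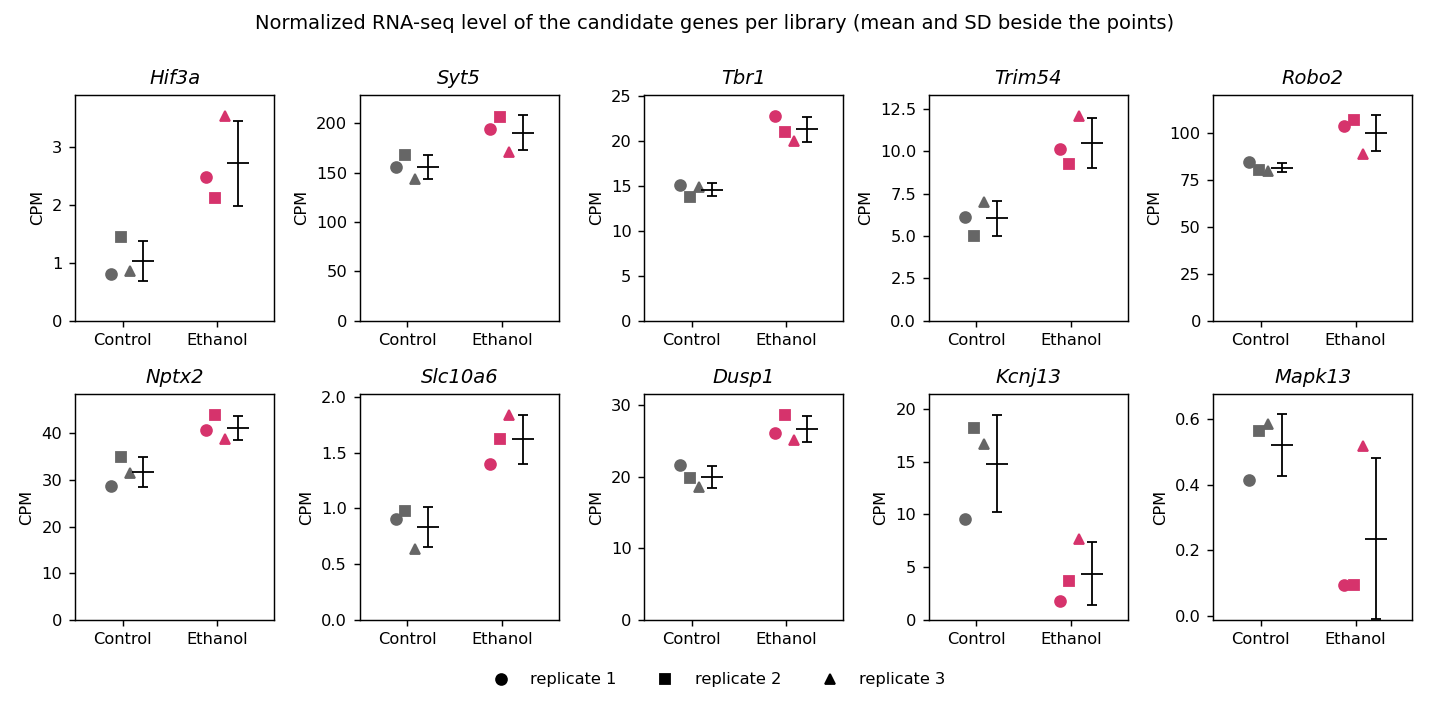
Normalized level (CPM) of 10 genes in each library, with the control libraries in gray and the ethanol libraries in pink. Symbols give the replicate number, and the horizontal mark with its bar beside the points gives the mean and SD of the 3 libraries. The groups are apart for each gene except Mapk13, for which ethanol replicate 3, at 0.517 CPM, lies among the controls.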

For mRNA validations, we selected candidate genes from the IPA® networks that had increased and decreased transcript levels after acute ethanol compared to controls: Increased—*Hif3a, Syt5* (Synaptotagmin 5)*, Tbr1* (T-box, Brain, 1)*, Trim54* (Tripartite Motif Containing 54)*, Robo2* (Roundabout Guidance Receptor 2)*, Nptx2* (Neuronal Pentraxin 2)*, Slc10a6* and *Dusp1* (Dual Specificity Phosphatase 1); Decreased—*Kcnj13* (Potassium Inwardly Rectifying Channel Subfamily J Member 13) and *Mapk13* (Mitogen-Activated Protein Kinase 13). Quantitative RT-PCR confirmed that the expression changes were similar to the changes seen in the RNA-seq data, thus validating the findings (Fig. 2B). We further validated two genes (FDR > 0.2), *Sgk1* (Serum/Glucocorticoid Regulated Kinase 1) and *P2rx6* (Purinergic Receptor P2X 6) (Fig. 2B) that exhibited increased and decreased expression, respectively, in ethanol-treated rats compared to controls. 

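Sgk1 (NCBI gene 29517) lies on chromosome 1 of Rnor_6.0 from 24185451 to 24302309. Its level was 66.6 ± 2.75 CPM (SD, n = 3 libraries) in controls and 108 ± 29.7 CPM (SD, n = 3) after ethanol, a log2 fold change of 0.70 (standard error 0.18, adjusted p = 0.943 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The increase was uneven, with 74.7 CPM in ethanol replicate 1 against 130 and 120 CPM in replicates 2 and 3, and the highest control was at 69.6 CPM. P2rx6 (NCBI gene 25041, chromosome 11 from 87434929 to 87445221) decreased from 8.73 ± 1.4 CPM (SD, n = 3) to 5.8 ± 0.641 CPM (SD, n = 3), a log2 fold change of -0.59 (standard error 0.15, adjusted p = 0.883 from the same edgeR test). The groups did not overlap for either gene (2-sided exact permutation test, p = 0.1 for each, the smallest that 3 libraries against 3 allow). With the replicate number as a block (correlation of same-numbered libraries 0.208), the adjusted p from edgeR's quasi-likelihood test was 0.645 for Sgk1 and 0.584 for P2rx6. With each library left out in turn, the log2 fold change of Sgk1 stayed between 0.55 and 0.91 and that of P2rx6 between -0.72 and -0.50. Sgk1 had an adjusted p below 0.2 with edgeR's likelihood ratio test (0.0934), with DESeq2 (0.0447) and with edgeR's quasi-likelihood test without ethanol replicate 1 (0.123), and P2rx6 with DESeq2 (0.103). The exons of Sgk1 and P2rx6 share no bases with another gene on the same strand.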

*Sgk1* is a known glucocorticoid response gene, and since our ATAC peak motif analysis identified putative NR3C1 (glucocorticoid receptor) binding motifs to be enriched, we chose this gene. Furthermore, *Sgk1* functions as an important modulator of ion channel function and neuronal plasticity and plays a role in regulating acute and chronic ethanol phenotypes via its actions in mouse prefrontal cortex [27]. In addition, we measured *Hif3a* mRNA in the amygdala of female rats and found that acute ethanol exposure significantly increased *Hif3a* mRNA levels (Fig. S3B), similar to male rats (Fig. 2B).

**Fig. 2:**
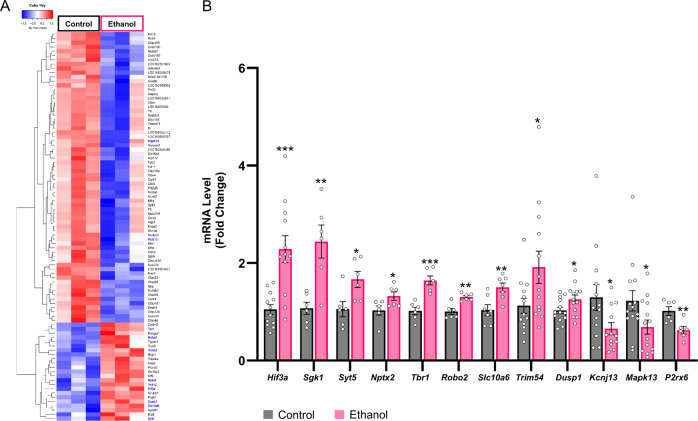
RNA-seq data analysis in the amygdala of acute ethanol-exposed rats. **A** HeatMap of RNA-seq differentially expressed transcripts at FDR < 0.2.Hierarchical clustering and heatmap of differentially expressed mRNAs (FDR < 0.2) from acute ethanol and normal saline (control) treated rats. Red represents increases in overall expression and blue represents decreases in expression. Individual mRNAs are represented in rows and individual experiments (*n* = 3 in each treatment; RNA from two rats are pooled for each treatment) are shown in columns. Gene names highlighted in blue were used for the validations. **B** Validations of mRNA levels of selected candidates from RNA-seq data in the amygdala of acute ethanol exposed rats. Expression levels of mRNAs were significantly different in the amygdala of acute ethanol-exposed rats compared to saline-treated control rats, as measured by qPCR. Data represents the mean ± SEM and individual values are shown on bar diagrams with circle dots for control and ethanol groups (*n* = 6–14; Two-tailed Student’s *t* test; *p < 0.05; **p < 0.01; ***p < 0.001).

### Integration of ATAC-seq and RNA-seq analysis and validations

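Table 1 has 31 lines for 30 different genes, and 28 of these genes were expressed highly enough to be tested. Of the 28, 5 had an unadjusted p below 0.05 and 0 had an adjusted p below 0.2 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the adjustment limited to the 28 genes, 4 had an adjusted p below 0.2 from the same test, and 4 with the replicate number as a block (correlation of same-numbered libraries 0.208). Hif3a, Slc10a6 and Fkbp5 were among the 4 both times, while LOC103693854 was the other gene without the block (edgeR's adjusted p 0.135, and 0.216 with it) and LOC102550503 with the block (0.0847, and 0.219 without it). Hif3a (NCBI gene 64345) lies on chromosome 1 of Rnor_6.0 from 78976318 to 78997869 in 15 exonic blocks. It increased from 1.03 ± 0.35 CPM (SD, n = 3 libraries) in controls to 2.72 ± 0.737 CPM (SD, n = 3) after ethanol, a log2 fold change of 1.39 (standard error 0.28, adjusted p = 0.807 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 53, 102 and 54 in the control libraries and 160, 137 and 247 in the ethanol libraries. Slc10a6 (NCBI gene 289459, chromosome 14 from 7618022 to 7682377) increased from 0.835 ± 0.18 CPM (SD, n = 3) to 1.62 ± 0.218 CPM (SD, n = 3), a log2 fold change of 0.95 (standard error 0.21, adjusted p = 0.809 from the same edgeR test). Fkbp5 (NCBI gene 361810, chromosome 20 from 7976704 to 8097290) increased from 56.7 ± 4.8 CPM (SD, n = 3) to 71.7 ± 3.35 CPM (SD, n = 3), a log2 fold change of 0.34 (standard error 0.08, adjusted p = 0.832 from the same edgeR test). For these 3 genes, all 3 ethanol libraries were above all 3 control libraries (2-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Adjusted over the Table 1 genes alone, edgeR's adjusted p was 0.0222 for each of the 3, and with the block it was 0.0396 for Hif3a, 0.0448 for Slc10a6 and 0.0216 for Fkbp5. Over all genes, edgeR's adjusted p with the block was 0.627 for Hif3a and Slc10a6 and 0.584 for Fkbp5. With each library left out in turn, the log2 fold change of Hif3a stayed between 1.15 and 1.71 and that of Slc10a6 between 0.79 and 1.08. Hif3a and Slc10a6 had an adjusted p below 0.2 over all genes with edgeR's likelihood ratio test (0.0142 and 0.0486) and with DESeq2 (0.0059 and 0.139), as did Fkbp5 (0.108 and 0.122). The other genes with an unadjusted p below 0.05 were LOC103693854 and LOC102550503, with log2 fold changes of 0.94 and 0.72, and the remaining 23 genes changed by -0.49 to 0.69 on the log2 scale.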

Amongst the 31 genes with differential chromatin peaks in their promoters (Table 1), two candidates that emerged from IPA, *Hif3a and Slc10a6*, also exhibited increased mRNA expression following acute ethanol compared to controls in both the RNA-seq data (FDR < 0.2) and qPCR validations (Fig. 2B). We used ChIP and DNA methylation assays to investigate the open-chromatin peak regions at the promoters of *Hif3a* and *Slc10a6* by designing primers within the peak locations for both *Hif3a* (peak that overlaps TSS) and *Slc10a6* (Table 1; Fig. 3A). For ChIP, we used antibodies against two well-characterized activating histone modifications, H3K9/14ac and H3K27ac [2, 9]. We observed an increase in H3K27ac occupancy at both *Hif3a* and *Slc10a6* (Fig. 3B) and an increase in H3K9/14ac occupancy at the *Hif3a* site, but no change in H3K9/14ac occupancy at the *Slc10a6* site (Fig. 3B). In addition, we observed a decrease in 5-methylcytosine (5mC) levels (Fig. 3C) at these locations of *Hif3a* and *Slc10a6*. These findings are suggestive of an “open” or permissive chromatin structure, as reflected by ATAC-seq data. These data suggest that increased histone acetylation and decreased DNA methylation at *Hif3a* and *Slc10a6* promoters in the amygdala may be associated with their observed increased mRNA levels after acute ethanol exposure.

**Fig. 3:**
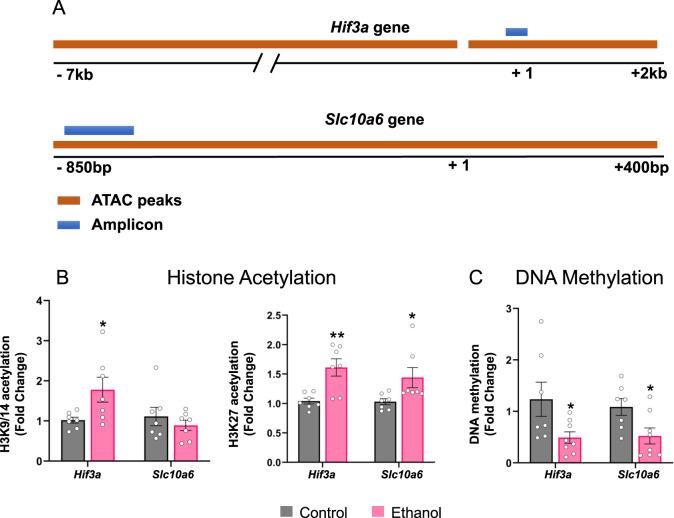
Histone acetylation (H3K9/14ac; H3K27ac) and DNA methylation (5-methylcytosine, 5mC) changes reveal relaxed chromatin architecture at the ATAC-seq peak regions near the transcription start site (TSS) of *Hif3a* and *Slc10a6* genes. **A** Schematic showing the location of ATAC-seq peaks and location of primers for qPCR validation for *Hif3a* and *Slc10a6*. **B** The “open peak” regions at the transcriptional control regions of *Hif3a* and *Slc10a6* were evaluated by chromatin immunoprecipitation (ChIP) assay representing fold changes of H3K27ac and H3K9/14ac occupancy at selected regions of *Hif3a* and *Slc10a6* in ethanol-treated and control rats. **C** Changes in DNA methylation were also evaluated at the same loci of *Hif3a* and *Slc10a6* in amygdala of ethanol-treated and control rats and represented as fold changes in DNA methylation (5mC levels). Values are represented as the mean ± SEM and individual values are shown on bar diagrams with circle dots for control and ethanol groups (*n* = 7–8; two-tailed Student’s *t* test *p < 0.05; **p < 0.01).

### *Hif3a* gene knockdown in the CeA promotes anxiety and attenuates anxiolytic effects of acute ethanol

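The direction of the RNA change was compared with the direction of the promoter peak for the Table 1 genes. Of the 20 tested genes with an opened promoter peak, 16 were higher after ethanol in the RNA-seq data, and of the 8 with a closed peak, 4 were lower. Thus 20 of 28 genes changed in the direction of their peak. The 8 genes with a closed peak changed little, by -0.05 to 0.15 on the log2 scale, so the agreement came from the opened peaks. The log2 fold change signed by the direction of the peak was 0.20 on average, with a 2-sided p-value of 0.011 from edgeR's fry rotation test. With the replicate number as a block (correlation of same-numbered libraries 0.208), the average was 0.20 and the p-value 0.0529. With each library left out in turn, the average stayed between 0.17 and 0.24 and the p-value between 0.00778 and 0.0388. The average leaned on Hif3a, Slc10a6, LOC103693854, LOC102550503 and LOC108351059, at 1.39, 0.95, 0.94, 0.72 and 0.69. Their control levels were low, from 0.125 to 1.26 CPM. LOC108351059 had 43 counts in ethanol replicate 3, against 11 and 14 in ethanol replicates 1 and 2. Several genes with an opened peak lie close together on chromosome 15, among them LOC684995, Trav14s1 and LOC103693854. Slirp and Alkbh1 share the same peak, so the 28 genes are not 28 separate cases. Seen as gene sets over all expressed genes, the genes with an opened promoter peak had a median log2 fold change of 0.21 (adjusted p = 0.0495 over 10 gene sets from edgeR's camera test with Benjamini-Hochberg adjustment, and 0.181 with the block). The 487 genes with an opened peak within 200 kb but none at the promoter had a median log2 fold change of 0.024, and the 157 genes with a closed peak within 200 kb a median of 0.009. Neither set had an adjusted p below 0.2 (camera adjusted p = 0.359 and 0.559 with Benjamini-Hochberg adjustment). The set with an opened peak within 200 kb had one without ethanol replicate 1 (0.141, median 0.038) and with a fixed correlation in camera (0.104). Without ethanol replicate 3, its median fell to 0.004 (camera adjusted p = 0.794). The set with a closed peak had one in none of the alternatives. Library size alone in place of TMM moved the median of all genes by -0.026. This is more than the medians of 0.024 and 0.009, which it took to -0.004 and -0.018. The opened promoter set kept a median of 0.18 with library size alone. With each library left out in turn, its median ran from 0.14 (without control replicate 1) to 0.39 (without control replicate 2). Hif3a had the largest RNA change of the 28 genes. From the ATAC-seq and RNA-seq data together, the paper proposes that the opened peaks may be responsible for the increased Hif3a mRNA.

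**Figure D3:**
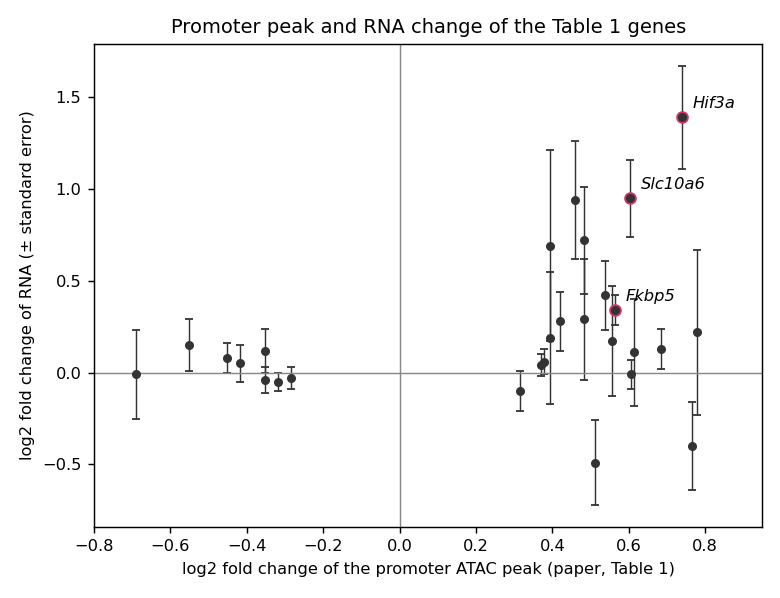
RNA log2 fold change after ethanol, with its standard error, against the log2 fold change of the promoter ATAC peak that Table 1 gives, for the 28 tested genes (1 point per gene). Opened peaks lie right of 0, where 16 of 20 genes are higher after ethanol, and closed peaks left of 0, where 4 of 8 are lower. The genes drawn in color are Hif3a, Slc10a6 and Fkbp5.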

Results from merging the two big data sets suggest that ‘open’ ATAC-seq peaks (chromatin accessibility) may be responsible for increased mRNA levels of *Hif3a* in the amygdala after acute ethanol exposure. In addition, we observed that *Hif3a* mRNA levels were increased in BNST and hippocampal brain regions after acute ethanol exposure (Fig S2). We investigated whether induction of *Hif3a* mRNA in the adult male CeA is involved in the ethanol-induced anxiolysis (Fig. 4A), as this brain region is implicated in anxiety and alcohol-related behaviors [2, 8, 30]. It was found that Hif3a small interfering RNA (siRNA) infusion into the CeA significantly attenuated ethanol-induced increases in *Hif3a* mRNA levels and associated anxiolysis in rats (Fig. 4B, C). Interestingly, Hif3a siRNA infusion in ethanol-naïve control rats decreased *Hif3a* mRNA levels in the amygdala and provoked anxiety-like behaviors. The differential reduction in anxiety by Hif3a siRNA in control and alcohol-treated animals may be related to differential baseline anxiety levels. In order to ascertain whether these changes were specific to *Hif3a* mRNA expression, we also measured mRNA levels of *Slc10a6* in these rats and observed no changes in mRNA levels of *Slc10a6* in Hif3a siRNA infused rats (Fig. 4C). Taken together, these results suggest that increased expression of *Hif3a* in the CeA mediates acute ethanol-induced anxiolysis.

**Fig. 4:**
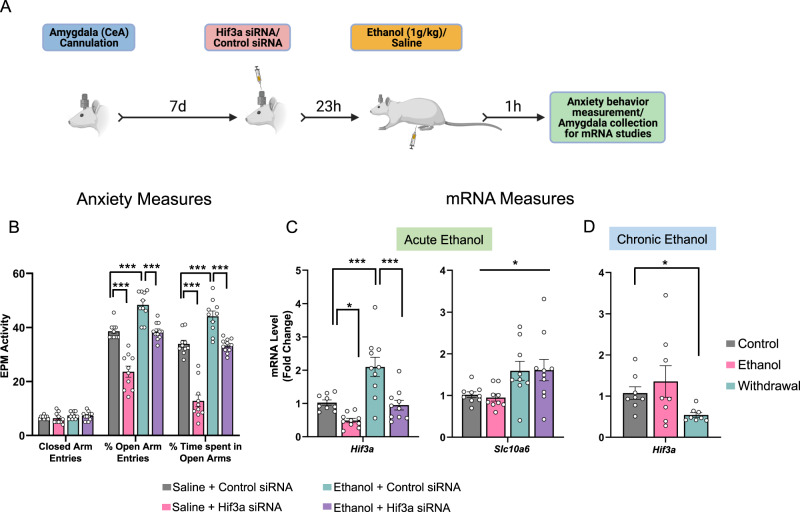
Hif3a siRNA infusion into the central nucleus of amygdala (CeA) blocks ethanol-induced anxiolysis and reduces mRNA levels of *Hif3a*, but not *Slc10a6*. *Hif3a* mRNA is decreased during withdrawal after chronic ethanol exposure. **A** Schematic representation of the experimental design for the siRNA infusion and behavioral measurement. **B** Bar diagram showing anxiety-like behaviors following Hif3a siRNA infusion into the CeA with or without acute ethanol treatment (1 g/kg, intraperitoneal) in rats. Hif3a siRNA infusion into CeA (24 h prior) prevented anxiolytic effects of acute ethanol in rats. Values are represented as mean ± SEM (*n* = 10–11; two-way analysis of variance (Percent open arm entries: treatment effect, *F*_1,37_ = 72.397, *p* < 0.001, group effect *F*_1,37_ = 71.445, *p* < 0.001, treatment × group interaction, *F*_1,37_ = 3.078, *p* = 0.088; Percent time spent in open arms: treatment effect, *F*_1,37_ = 97.836, *p* < 0.001, group effect, *F*_1,37_ = 90.159, *p* < 0.001, treatment × group interaction, *F*_1,37_ = 10.175, *p* < 0.01) followed by post-hoc Tukey’s test: ***p < 0.001). **C** The mRNA levels of *Hif3a* and *Slc10a6* were also measured in the amygdala of rats infused with control siRNA or Hif3a siRNA into CeA then treated with either saline or ethanol. Values are represented as mean ± SEM [*n* = 9–10; Two-way analysis of variance (*Hif3a*: treatment effect, *F*_1,35_ = 23.54, *p* < 0.001; group effect, *F*_1,35_ = 19.366, *p* < 0.001; *Slc10a6*: group effect, *F*_1,33_ = 11.003, *p* < 0.01) followed by post-hoc Tukey’s test: *p < 0.05; ***p < 0.001]. **D** Bar diagram showing changes in *Hif3a* mRNA levels in the amygdala of control, chronic ethanol-treated and ethanol-withdrawn (24 h) rats. Values are represented as mean ± SEM (*n* = 8; Kruskal–Wallis one-way analysis of variance on ranks (H_2_ = 7.3, *p* < 0.05) followed by Tukey’s test, *p < 0.05). Individual values are shown on bar diagrams with circle dots for various groups.

### Chronic ethanol exposure and withdrawal decrease *Hif3a* expression in the amygdala

We used an established animal model of alcohol dependence, wherein rats exhibit anxiety-like behaviors during withdrawal following chronic ethanol exposure, and measured *Hif3a* expression in these amygdala tissues [13, 14]. It was found that *Hif3a* mRNA levels were significantly decreased during withdrawal (24 h) compared to control animals, but that they were unchanged when ethanol was still in the system (0 h withdrawal; Fig. 4D). These data suggest that decreased *Hif3a* expression in the amygdala may be involved in development of ethanol withdrawal-related anxiety-like behaviors. This is mechanistically supported by the fact that infusion of Hif3a siRNA into the CeA provoked anxiety-like behaviors in alcohol naïve male control rats (Fig. 4B, C).

### Acute ethanol-induced HIF3A binding to *Npy1r* promoter induces *Npy1r* mRNA levels

Next we examined the molecular mechanisms by which HIF3A might be involved in the regulation of acute ethanol-induced anxiolysis. Recently, a HIF3A ChIP-seq study in human cell lines identified genome-wide HIF3A binding sites [31]. Based on this observation, we utilized the JASPAR database [32] to identify putative hypoxia response element (HRE) sites at the rat neuropeptide Y receptor Y1 (*Npy1r)* gene promoter (Fig. S7A). It has been shown that activation of *Npy1r* in the amygdala, particularly in the CeA, produces anxiolytic effects [33, 34]. Using an antibody against HIF3A, we performed the ChIP assay and observed increased HIF3A binding following acute ethanol in the vicinity of a predicted HRE site at the *Npy1r* promoter region in the amygdala (Fig. S7A, B). Expression levels for this gene trended to increase after acute ethanol exposure in RNA-seq data (FDR < 0.475; Table S3). 

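Npy1r (NCBI gene 29358) lies on chromosome 16 of Rnor_6.0 from 24779480 to 24789131 in 4 exonic blocks, which share no bases with another gene on the same strand. Its level was 28.8 ± 3.46 CPM (SD, n = 3 libraries) in controls and 30.9 ± 5.99 CPM (SD, n = 3) after ethanol, a log2 fold change of 0.10 (standard error 0.15, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The control libraries were at 26.1, 32.7 and 27.7 CPM and the ethanol libraries at 33.4, 35.3 and 24.1 CPM, so the lowest of the 6 values was an ethanol library (2-sided exact permutation test, p = 0.8). With the replicate number as a block (correlation of same-numbered libraries 0.208), the log2 fold change was 0.09 and the adjusted p from edgeR's quasi-likelihood test was 0.998. Leaving out ethanol replicate 3 raised the log2 fold change to 0.25 (adjusted p = 0.549 from the same edgeR test), and leaving out ethanol replicate 2 took it to -0.0. With a choroid plexus marker score as a covariate, chosen after the data were seen, the log2 fold change of Npy1r was -0.23. The score was 0.853 and 1.009 in ethanol replicates 1 and 2, against 3.223 in ethanol replicate 3 and 3.203 to 4.068 in controls. The covariate fit thus leans on ethanol replicate 3, which also had the lowest mean of cortical-type glutamatergic neuron markers (log2 CPM 4.99). The value of -0.23 therefore does not tie Npy1r to choroid plexus. The difference between the groups was not detectable against the spread of 3 libraries per group.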

We confirmed these results by measuring *Npy1r* mRNA levels following acute ethanol exposure and observed a significant increase in the amygdala (Fig. S7C). These data suggest the possibility that a HIF3A mediated increase in *Npy1r* mRNA levels in the amygdala could be involved in alcohol-induced anxiolysis.

## Discussion

The present study has identified epigenomic and transcriptomic changes in the amygdala produced by acute ethanol exposure as well as a candidate gene, *Hif3a*, that is mechanistically linked to the anxiolytic effects of ethanol. Here, we used next-generation sequencing approaches, ATAC-seq and RNA-seq, to demonstrate that acute ethanol has the ability to induce a predominantly ‘open’ chromatin structure in the amygdala, thereby facilitating DNA-protein interactions and altering the transcriptome (Fig. 5). Our earlier findings indicate that acute ethanol decreases HDAC activity and increases CBP levels with associated increases in H3K9ac and H4K8ac levels in rat amygdala [13, 15]. Corroborating these findings, our ATAC-seq analysis revealed an overall “open” or permissive chromatin state, in the amygdala of acute ethanol-exposed rats. Footprinting analysis further identified important ethanol-regulated transcription factor motifs such as the glucocorticoid receptor, NR3C1 [27–29]. It is known that TF motifs occur in intergenic regions, which interact with specific core promoter elements via chromatin looping [35], as revealed by approaches such as chromosome conformation capture (3C) and its derivatives [36]. RNA-seq revealed several candidate genes involved in critical cellular functions such as mediation of stress responses (*Hif3a*, *Sgk1*), synaptic signaling and communication (*Syt5*, *Nptx2*), and regulation of intracellular MAP kinase signaling (*Dusp1*).

**Fig. 5:**
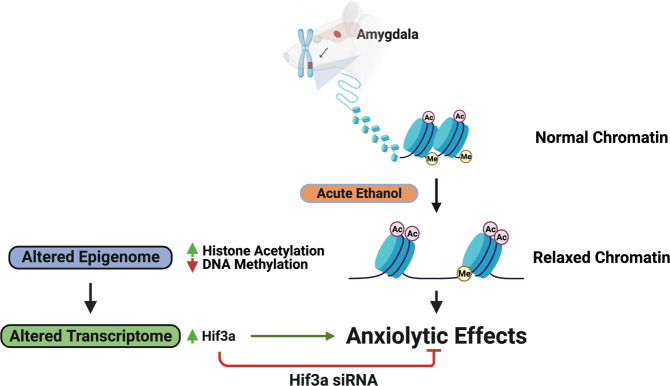
This model depicts the ability of acute ethanol to rapidly alter the epigenome in the amygdala and produce transcriptomic changes. These genome-wide chromatin accessibility and transcriptomic signatures in the amygdala are associated with anti-anxiety effects of ethanol in rats. One such candidate gene is hypoxia-induced gene transcription factor, *Hif3a*, which is epigenetically induced by acute ethanol, and anxiolytic effects associated with acute ethanol are prevented by inhibiting *Hif3a* expression in the central nucleus of amygdala of rats. The rapid and dynamic epigenomic modifications from a low dose of ethanol clearly suggest that these molecular processes may prime the amygdala to the emotional negative consequences that are most commonly associated with and promote alcohol use disorder.

Comparing ATAC-seq with RNA-seq data revealed two promising candidates, *Hif3a* (Hypoxia-inducible factor 3, alpha subunit) and *Slc10a6* (solute carrier family 10 member 6), which had increased chromatin accessibility around their TSS’ along with up-regulation of both transcripts after acute ethanol exposure in the amygdala. The ‘open’ chromatin regions at these promoters had differential histone modifications associated with them. Combinatorial histone modifications are typically loci specific [37], and here we observed that acute ethanol increased H3K27ac and H3K9/14ac levels at the promoter of *Hif3a* and H3K27ac but not H3K9/14ac at the promoter of *Slc10a6*. DNA methylation (5mC) was decreased at both gene promoters. SLC10A6 also known as sodium-dependent organic anion transporter (SOAT), is part of the SLC family of transporters, which are involved in active and passive transport of various inorganic ions, neurotransmitters, amino acids and various other substrates, and plays a role in the transport of sulfate steroids and associated signaling pathways [38]. Interestingly, other members of this family, such as the glutamate transporter *Slc17a7* and the GABA transporter *Slc6a11*, have been implicated in mediating alcohol responses [39, 40]. HIF3A is a transcription factor that is involved in adaptive responses to hypoxic stress and impacts multiple regulatory pathways [26]. Other members of this family, such as HIF1A, are known to interact with CITED2 (cAMP-responsive element-binding protein [CBP]/p300-interacting transcriptional modulator), which has been linked to the anxiolytic response to acute ethanol [11, 41]. Hypoxia response element (HIF binding) or HRE sites have been shown to occur in conjunction with cAMP response element-binding (CREB) sites, activator protein 1 (AP1), CCAAT-enhancer binding protein (CEBP) and ATF3 sites and TF’s binding these sites are thought to functionally interact and co-operate to affect hypoxia-induced changes in gene expression [41–43]. CREB signaling, as has been shown in various studies, is crucial for anxiety and alcohol comorbid phenotypes in rats via chromatin remodeling mechanisms [2, 9]. Here, we observed that *Hif3a* expression is increased in the amygdala during acute ethanol but is normalized after chronic ethanol exposure and significantly decreased during withdrawal. Similarly, we have previously reported that in the amygdala, acute ethanol exposure increased histone acetylation, CBP levels, and inhibited HDAC activity, which is normalized after chronic ethanol exposure. During withdrawal after chronic ethanol exposure, however, HDAC activity is increased and CBP levels are decreased, and histone acetylation also is decreased [11, 13, 15]. These data suggest that Hif3a as well as other transcriptomic changes that occur during acute ethanol exposure may undergo neuroadaptive processes [8] most likely involving dynamic epigenetic changes [2, 11, 13] after chronic ethanol exposure and subsequent withdrawal.

Inhibition of *Hif3a* expression in the CeA was able to attenuate acute ethanol-induced anxiolysis. A recent study [31] revealed HIF3A occupancy at transcriptional control regions of critical genes implicated in regulating alcohol and anxiety-related comorbid behaviors, such as neuropeptide Y (*Npy*) and activity-regulated cytoskeletal associated protein (*Arc*). Acute ethanol exposure has been shown to increase expression of *Npy* and *Arc* in the amygdala that is possibly involved in the anxiolytic actions of alcohol [13, 14]. The receptor for *Npy* is the *Npy1r* gene, and activation of NPY receptor Y1 with a NPY1R agonist produces anxiolysis [33, 34]. Furthermore, it has been shown that NPY via NPY1R activation suppresses the corticotropin-releasing factor (CRF) and modulates GABAergic pathways in the CeA to regulate anxiety and alcohol-related behaviors [8, 34, 44, 45]. We identified HRE sites at *Npy1r* control regions and tested this relationship. We observed increased HIF3A binding at the *Npy1r* promoter following acute ethanol exposure. Furthermore, this was associated with increased expression of *Npy1r* in the amygdala. These data suggest that HIF3A may regulate alcohol-induced anxiolysis via activating NPY1R signaling in the amygdala.

Data collected here suggest that inhibition of *Hif3a* expression in the CeA is sufficient to attenuate ethanol-induced anxiolysis, but involvement of other brain circuitry cannot be ruled out, as we observed that acute ethanol exposure increased *Hif3a* expression in BNST and hippocampus. These brain circuitries also play an important role in alcohol-related anxiety and emotional behaviors [8, 46, 47]. It is well established that there are sex differences in acute ethanol sensitivity [48–50], so we tested this idea and similar to male rats, acute ethanol exposure produced anxiolytic effects and increased *Hif3a* expression in the amygdala of female rats. These findings suggest that HIF3A may be a common target in mediating acute ethanol-induced anxiolysis in both sexes.

In summary, the combined use of two powerful genome-wide approaches, ATAC-seq and RNA-seq identified genomic loci that may be involved in the rapid epigenetic regulation of the transcriptome in the amygdala after acute ethanol exposure, suggesting that even a low dose of ethanol may impact the epigenome and drive processes responsible for addictive behaviors (Fig. 5). Clinically, it has been shown that acute alcohol priming causes high-risk social drinkers to demonstrate binge consumption behavior similar to heavy drinkers [51]. We identified an epigenetic target, *Hif3a*, in the amygdala that regulates anxiety-related behaviors after ethanol exposure. *Hif3a* is induced following acute ethanol, which is associated with anxiolytic-like behavior [11], and decreased during withdrawal after chronic ethanol exposure, which is associated with increased anxiety-like behavior [13, 14]. Interestingly, knockdown of *Hif3a* in the CeA induced anxiety-like behaviors in ethanol-naïve control rats, mimicking the ethanol withdrawal effects on these measures. These data provide the important link between *Hif3a* and ethanol-related anxiety behaviors (Fig. 5). This study also reiterates the fact that acute ethanol-induced epigenomic changes can serve as a molecular indicator of genes that could potentially become dysregulated upon chronic exposure and subsequent withdrawal. AUD comorbid with anxiety has a complex multifactorial etiology, and these data make a compelling argument to target HIF3A signaling in the amygdala for the development of pharmacological interventions in the treatment of AUD.

## Supplementary information

Supplemental Material

Table S1

Table S3

## Data Availability

All the data on which conclusions are based are included either in the main manuscript or in supplemental materials. The ATAC-seq (accession number GSE 171399) and RNA-seq (accession number GSE 171400) data sets have been deposited at gene expression omnibus (GEO) of NCBI (SuperSeries GSE accession number 171412).

How the deposited data were processed for this re-analysis (not part of the article)

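RNA-seq was carried out on the amygdala of male rats given saline or ethanol at 1 g/kg, with tissue taken after 1 h. Each of the 6 libraries holds RNA pooled from 2 rats, and each group of 6 rats gave 3 libraries. The authors aligned quality-trimmed single-end reads and deposited counts, one value per gene and library. Per the files' headers, the authors used featureCounts with the reverse-stranded setting (2), summed over the exons of each gene of the Rnor_6.0 annotation, and did not count reads that aligned to several places or overlapped more than 1 gene. The values are whole numbers whose totals differ between libraries, and no normalization or filter had been applied to the 38445 genes. The assay for transposase-accessible chromatin, the qPCR, chromatin immunoprecipitation and DNA methylation experiments and the behavioral tests were not analysed here, apart from the peak positions and fold changes in Table 1 and Table S1, which are the paper's.

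The details of the paper's RNA-seq statistics are in supplementary methods that were not used here, and the paper's text does not name the test or its normalization. Table S3 gives a log2 fold change, a log2 CPM, a p and a q per gene. The first 1999 of its 16073 lines were read, 1992 of them matched a gene of the files, and the other 14074 lines were not used here. Gene symbols came from a reference gene table for 29322 identifiers and from Table S1 for 404, and 8719 identifiers stayed without a symbol. Gene positions are those of the counting annotation, in Rnor_6.0.

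Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default minimum of 10 counts in the smaller group and 15 in total, which left 18141 genes. Libraries were scaled by TMM, the dispersion was estimated with edgeR, and the groups were compared by edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment over the genes tested and the paper's threshold of 0.2. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. Levels are CPM scaled by TMM, with the SD over the 3 libraries of a group, and log2 CPM carries a prior count of 2. A 2-sided exact permutation test on the log2 CPM of the 6 libraries goes through 20 label swaps and cannot give a p under 0.1.

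Assigned reads per library lay between 62576504 and 70755739. With these totals, 3 counts correspond to 0.0424 to 0.0479 CPM. The precision of a gene's value is set by the 3 libraries per group more than by counting, because the libraries of a group differed by more than counting error.

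The pairing of libraries rests on the replicate numbers 1, 2 and 3 in the sample labels, which both groups carry. Libraries of the same number hold RNA from different rats. Deviations from the group means, over the 14241 genes above 1 CPM in every library, correlated by 0.208 on average for the same number and by -0.11 for different numbers. Deviations within a group of 3 sum to 0, so the second value largely follows from the first and is not separate evidence. Single pairs varied: the libraries numbered 1 correlated by 0.0264, those numbered 2 by 0.388 and those numbered 3 by 0.211, while control 1 and ethanol 3 correlated by 0.305. Genes are not independent replicates, so these are given as descriptions. Results of the quasi-likelihood test and of the main gene set and direction tests are given with and without the replicate number as a block. Other tests were run without it.

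The comparisons were the number of genes with an adjusted p below 0.2, the same number among the 91 genes of Table S3 with q below 0.2 and among the 28 tested genes of Table 1, the direction of the Table 1 genes, and shifts of 10 gene sets. Direction was tested with the fry rotation test, each gene weighted by the sign of its promoter peak in Table 1. Gene set shifts were tested with camera, with the correlation between genes estimated from the data and Benjamini-Hochberg adjustment over the 10 sets. Of these sets, 7 were written by hand from general knowledge (glucocorticoid-response, immediate-early and hypoxia-response genes, and markers of choroid plexus epithelium, motile cilia and ependyma, cortical-type glutamatergic neurons and striatal-type GABA neurons), and 3 came from Table S1 (genes with an opened peak within 2 kb, with an opened peak within 200 kb only, and with a closed peak within 200 kb). The hand-written sets date from before the counts were examined but from after Table S3 had been read, so they were not blind to these data. Marker lists of oligodendrocytes and hypothalamic neurons were added after the data were seen.

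The genes named in the text were set by a rule before the data were examined. They are the genes whose RNA-seq values the paper discusses with Npy, Arc and Nr3c1, the Table 1 genes with an unadjusted p below 0.05, the 5 rising and 5 falling genes with the smallest p whose groups did not overlap, the 3 genes of each set with the highest mean count, and Xist and Ddx3y as a check of sex. Other members of the glucocorticoid-response set are named after their values were seen.

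The following alternatives were fixed before the data were examined: DESeq2 size factors, upper-quartile factors or library size alone in place of TMM; every gene with at least 1 count, or genes with at least 10 counts in every library, in place of filterByExpr; the legacy and the robust form of the quasi-likelihood test; edgeR's likelihood ratio test; DESeq2 1.42.0; limma-voom with limma 3.58.1; the replicate number as a block; 1 surrogate variable from sva 3.50.0; a loess correction on gene length within each library (span 0.3), alone and with the block; each library left out in turn; thresholds of 0.1 and 0.05; and, for gene sets, camera with a fixed correlation of 0.01 and fry. Limma-voom with sample quality weights and a choroid plexus marker score as a covariate were added after the data were seen. For the direction test, these alternatives were listed only after the data were seen, and so were the fits without 1 library for the correlation with Table S3. A correction for GC content was not made, since the genome sequence was not used here.

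The tests were checked on negative binomial counts simulated from the means, dispersions and totals of these libraries, with 200 changed genes drawn, of which 196 passed the filter. At an adjusted p below 0.2, edgeR's quasi-likelihood test recovered 94.4% of them (88.8% of the 2-fold and 100% of the 4-fold changes; smaller changes were not simulated), with 53 false among 238 calls, against 115 of 305 for the likelihood ratio test, 110 of 295 for DESeq2 and 47 of 233 for limma-voom with quality weights. On simulated data with no change, these tests made 4, 23, 34 and 4 calls. The simulated genes were drawn independently, without variation shared by the genes of a library. The real libraries differ in many genes together, so the rates of recovery and of false calls need not hold for them.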

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

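The use of the fits with library size alone, with the gene length correction and with 1 surrogate variable as tests of an explanation was chosen only after the result was seen.

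Of the 14 tested genes in a hand-written set of 19 glucocorticoid-response genes that the paper's text and Table 1 do not name, 7 were higher in all 3 ethanol libraries than in all 3 control libraries. These 7 are Per1, Tsc22d3, Klf9, Ddit4, Errfi1, Nfkbia and Pdk4, and chance puts 5% of genes above in this way. The paper discusses glucocorticoid receptor motifs in the differential peaks and measured Sgk1, but its text does not discuss these 7 genes, which is why they are listed here. The part of Table S3 that was read gives the paper's log2 fold changes for 6 of them, 0.36 for Per1, 0.29 for Tsc22d3, 0.49 for Klf9, 0.36 for Ddit4, 0.29 for Nfkbia and 0.69 for Pdk4, and Klf9, with the paper's q of 0.193, is among its 91 genes. Their log2 fold changes were 0.31 for Per1, 0.39 for Tsc22d3, 0.50 for Klf9, 0.44 for Ddit4, 0.36 for Errfi1, 0.33 for Nfkbia and 0.99 for Pdk4. No gene of the set had an adjusted p below 0.2 (the smallest adjusted p was 0.807 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 13 of the 19 had an unadjusted p below 0.05, and 16 with the replicate block. With edgeR's likelihood ratio test 7 members had an adjusted p below 0.2 (Klf9 0.0142, Dusp1 0.0697, Ddit4 0.0796, Sgk1 0.0934, Pdk4 0.107, Fkbp5 0.108 and Tsc22d3 0.156), and the same 7 did with DESeq2 (0.0091, 0.0346, 0.0753, 0.0447, 0.0439, 0.122 and 0.165). Without ethanol replicate 1 there were 2 (Sgk1 0.123 and Pdk4 0.154), with limma-voom with sample quality weights, chosen after the data were seen, 2 (Klf9 0.199 and Dusp1 0.174), and 0 in each of the other alternatives. Over the whole set, 18 of 19 genes were higher, 10 of them in all 3 ethanol libraries, and the median log2 fold change was 0.39 (adjusted p = 0.0747 from edgeR's camera test with Benjamini-Hochberg adjustment over 10 sets). With the replicate block it was 0.39 (camera adjusted p = 0.181, same adjustment; correlation of same-numbered libraries 0.208), and with the fry rotation test the adjusted p was 0.127. The camera adjusted p with the correlation estimated from the data ran from 0.00298 to 0.194 over the alternatives, and it was 1.93e-29 with a fixed correlation of 0.01. The set was written after Table S3 had been read, and 2 of its genes are among the 91 of Table S3, so the set was not blind to these data.

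Several technical explanations were weighed. With library size alone in place of TMM, which moves the median of all genes by -0.026, the median log2 fold change of the set was 0.37, so a difference in scaling of that size does not account for the shift. The gene length correction moved the log2 fold changes of the set's genes by a median of 0.009 and left the set at 0.39, so gene length does not account for it. With 1 surrogate variable it was 0.39, but this variable has nearly the same mean in both groups and so hardly moves a fold change, and it cannot decide whether an unmodelled difference between the libraries contributes. With the choroid plexus marker score as a covariate it was 0.53, but the score partly follows the groups and this fit leans on ethanol replicate 3. That replicate was at 3.22 for the choroid plexus markers, the level of the controls, and at 5.00 for the set, the highest of the 6 libraries. In that library, this argues against different amounts of choroid plexus tissue as the explanation. Of 10000 random lists of genes matched on mean expression, 0% reached the set's median of 0.392, and their own median was 0.00791. This speaks against the level of expression as the explanation, but the set was not blind to these data, so the matched lists cannot rule out that the choice of its genes produced the shift. Library totals overlapped between the groups, and the 10 genes with the most counts took at most 3.91% of a library. Among the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1 gave a median as large, the real one itself, and the next in size, among these and among all 10 splits, had a median of -0.347. First place is the most that 4 splits can show, and a share of 1 in 4 is not under 0.05, so this comparison decides nothing either way and the shift cannot be told apart from a chance division of the libraries. The mean log2 CPM of the set was 4.45, 4.46 and 4.45 in the control libraries and 4.54, 4.98 and 5.00 in the ethanol libraries, so the shift was small in ethanol replicate 1.

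A hypothesis is that acute ethanol raised glucocorticoid signaling in the amygdala within 1 h. The median log2 fold change of 0.53 with the choroid plexus score as a covariate goes with it, but that fit leans on ethanol replicate 3. The hypothesis was found and weighed on the same 6 libraries. A chance division of the libraries, which the 4 splits could not have excluded, an unmodelled difference between the libraries and the choice of the set remain as explanations. Corticosterone was not analysed here.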

How the results depend on the processing

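The alternatives named here were set before the data were examined, except limma-voom with sample quality weights, the choroid plexus marker score as a covariate, every alternative for the direction of the Table 1 genes, and the fits without 1 library for the correlation with Table S3, which were chosen after the data were seen. Each changes 1 choice of the reported analysis, except the replicate block with gene length correction, which changes both. Where a value changed, the cause was not tested unless stated.

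The number of genes with an adjusted p below 0.2 was 0 (763 at an unadjusted p below 0.05) with edgeR's quasi-likelihood test and stayed at 0 with DESeq2 size factors, upper-quartile factors, library size alone, no low-count filter, at least 10 counts in every library, the legacy and robust forms of the test, limma-voom, the replicate block, 1 surrogate variable, the gene length correction with and without the block, and adjusted p thresholds of 0.1 and 0.05. It rose to 77 with edgeR's likelihood ratio test and to 75 with DESeq2, with 59 genes shared between them, and to 83 with limma-voom with sample quality weights. The choroid plexus marker score as a covariate gave 1 gene. Across the 6 fits that each left out 1 library, the number ran from 0 to 82 genes, with 82 without ethanol replicate 3, 4 without ethanol replicate 1 and 0 for the other 4. On simulated data without any change, the likelihood ratio test called 23 genes and DESeq2 34, against 4 for the quasi-likelihood test, so these 2 tests called more genes at the same threshold where no gene changed. The simulated genes were drawn independently, unlike those of the real libraries.

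Of the 91 genes of Table S3, 0 had an adjusted p below 0.2 (82 at an unadjusted p below 0.05), against 44 with the likelihood ratio test, 45 with DESeq2 and 74 with limma-voom with sample quality weights. Across the fits that left out 1 library, their number ran from 0 to 43. Of the Table 1 genes, 0 had an adjusted p below 0.2 (5 at an unadjusted p below 0.05), and 0 in each fit that left out 1 library. The number was 3 with the likelihood ratio test and 3 with DESeq2 (Hif3a, Slc10a6 and Fkbp5 in both), and 1 with limma-voom with sample quality weights (Hif3a).

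The mean log2 fold change of the Table 1 genes, signed by the direction of their promoter peak, was 0.20 (p-value of 0.011 from the fry rotation test). It was 0.20 with the replicate block (p-value of 0.0529) and 0.20 with the replicate block and the gene length correction (p-value of 0.053), both past 0.05. The other alternatives kept the p-value between 0.00778 and 0.0388 and the mean between 0.17 and 0.24.

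The number of gene sets with a camera adjusted p below 0.2 was 5 of 10. With a fixed correlation between genes it was 8, and it was 4 with the replicate block, 4 with 1 surrogate variable and 4 with fry, each time without the immediate-early genes. Leaving out 1 library gave 3 to 6 sets, with 3 without control replicate 2 and 6 without ethanol replicate 3. The glucocorticoid-response, cilia and opened promoter sets kept their direction and an adjusted p below 0.2 in every alternative run for the sets. The sets with small shifts changed sign. The genes with a closed peak within 200 kb had a median log2 fold change of 0.009, which became -0.006 with upper-quartile factors and -0.018 with library size alone, and ran from -0.0 to 0.014 across the fits that left out 1 library. For the genes with an opened peak within 200 kb, a median of 0.024 became -0.004 with library size alone. Across the fits that left out 1 library, the median of this opened set ran from 0.004 to 0.038. Upper-quartile factors moved the median log2 fold change of all genes by -0.015, more than the 0.009 of the closed set but less than the 0.024 of the opened set, which stayed positive. Library size alone moved it by -0.026, more than either. Across the fits that left out 1 library, the median ran from -0.097 to 0.30 for cortical-type glutamatergic neuron markers, from -0.065 to 0.42 for striatal-type GABA neuron markers and from -0.001 to 0.076 for hypoxia-response genes.

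The correlation of log2 fold changes with Table S3 was 0.943 over 1991 genes. These come from the first 1999 of its 16073 lines, so the value does not cover all genes of Table S3. It was 0.999 with limma-voom with sample quality weights, and ran from 0.876 to 0.993 across the fits that left out 1 library, with 0.993 without ethanol replicate 3. The quality weight was lowest for ethanol replicate 3 (0.38) and highest for ethanol replicate 1 (1.8).

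The genes the text names include several with log2 fold changes close to 0, and some of these changed sign. The log2 fold change of Jun (-0.00) became 0.01 with limma-voom, 0.01 with the replicate block, 0.01 with 1 surrogate variable, 0.00 with the replicate block and gene length correction, and 0.12 with quality weights. For Ttyh1 the log2 fold change became -0.01 with library size alone and -0.04 with quality weights. For Scd2 the log2 fold change became -0.00 with upper-quartile factors, -0.01 with library size alone and -0.14 with quality weights, and the log2 fold change of Nptx1 became 0.13 with quality weights. With the choroid plexus marker score as a covariate, the log2 fold change became 0.31 for Mapk13, -0.23 for Npy1r, -0.00 for Htra1, -0.18 for Homer1, -0.16 for Egr3, -0.03 for Pgk1, -0.14 for Ldha, 0.08 for Foxj1, -0.31 for Slc17a7, -0.27 for Mef2c, -0.07 for Penk, -0.10 for Meis2, 0.05 for Psma6, -0.15 for Atp1b1 and -0.21 for Ppp3ca. Across the fits that left out 1 library, the log2 fold change ran from -0.0 to 0.25 for Npy1r, from -0.09 to 0.02 for Nr3c1, from -0.14 to 0.19 for Jun, from -0.02 to 0.15 for Ldha, from -0.71 to 0.04 for Slc13a4, from -0.08 to 0.44 for Slc17a7, from -0.23 to 0.19 for Nptx1, from -0.0 to 0.36 for Penk, from -0.08 to 0.05 for Psma6, from -0.03 to 0.15 for Atp1b1, from -0.05 to 0.12 for Ttyh1 and from -0.13 to 0.12 for Scd2.

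Over 55 named genes and 22 alternatives, 51 values reversed, in 21 genes, and 59 values, in 22 genes, kept their direction and passed an adjusted p of 0.2. For the gene sets, 9 values reversed, 9 were weaker and 5 stronger. The depth limits genes such as Mapk13, with 0.235 CPM in the ethanol group, where 3 counts correspond to 0.0424 to 0.0479 CPM, more than it limits genes such as Syt5, with 156 CPM in controls.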

Differences from the paper's values

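The paper reports 91 genes at an FDR below 0.2, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0 (763 at an unadjusted p below 0.05). Among the alternatives set before the data were examined, edgeR's likelihood ratio test (77), DESeq2 (75) and the fit without ethanol replicate 3 (82) gave numbers within 1.5 times the paper's. The others did not: the fit without ethanol replicate 1 gave 4, and the other scalings, filters, forms of the quasi-likelihood test, limma-voom, the replicate block, the surrogate variable, the gene length corrections, the remaining fits without 1 library and the stricter thresholds gave 0. Limma-voom with sample quality weights gave 83 and the choroid plexus covariate gave 1, both chosen after seeing the values. These are numbers of genes: of the paper's 91, the likelihood ratio test called 44, DESeq2 called 45, the fit without ethanol replicate 3 called 43 and limma-voom with sample quality weights called 74.

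In the paper's Table S3, 23 of the 91 genes are higher and 68 lower after ethanol, against 0 and 0 in the quasi-likelihood test (289 higher and 474 lower at an unadjusted p below 0.05). The likelihood ratio test gave 25 higher and 52 lower, DESeq2 29 higher and 46 lower, and the fit without ethanol replicate 3 gave 27 higher and 55 lower, each within 1.5 times the paper's numbers. No other alternative set before the data were examined came within 1.5 times the paper's numbers, and limma-voom with sample quality weights, chosen after seeing the values, gave 18 higher and 65 lower. The direction of the change was that of Table S3 for 91 of the 91 genes, which is no independent test, since the list was drawn from these same libraries.

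The paper's Table S3 gives 10 of 10 candidate genes a q below 0.2, against 0 in the quasi-likelihood test (9 of the 10 at an unadjusted p below 0.05). The likelihood ratio test called 7 (Hif3a, Tbr1, Trim54, Nptx2, Slc10a6, Dusp1 and Kcnj13), which is within 1.5 times the paper's number. DESeq2 called 6 (the same without Kcnj13), the fit without ethanol replicate 3 called 4 (Tbr1, Robo2, Kcnj13 and Mapk13), and no other alternative set before the data were examined called any of the 10. Limma-voom with sample quality weights, chosen after seeing the values, called 7 (Hif3a, Tbr1, Trim54, Robo2, Nptx2, Dusp1 and Kcnj13). Syt5 was called in none of these fits, and its adjusted p was closest to 0.2 with limma-voom with sample quality weights, at 0.224.

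The paper names 2 genes with promoter peaks, Hif3a and Slc10a6, that passed an FDR of 0.2 in RNA-seq, against 0 in the quasi-likelihood test (5 of the Table 1 genes at an unadjusted p below 0.05). The likelihood ratio test and DESeq2 each called 3, which are these 2 genes and Fkbp5. The other alternatives set before the data were examined called 0, and limma-voom with sample quality weights, chosen after seeing the values, called 1, Hif3a.

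The paper's q is 0.158 for Hif3a, against an adjusted p of 0.807 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the alternatives set before the data were examined, none came within 1.5 times the paper's value, since they were lower with the likelihood ratio test (0.0142) and DESeq2 (0.0059) and ran from 0.302 to 1.0 in the others. Limma-voom with sample quality weights, chosen after seeing the values, gave 0.174. The paper's q is 0.199 for Slc10a6, against 0.809, and DESeq2 gave 0.139, within 1.5 times the paper's value. The likelihood ratio test gave 0.0486 and the other alternatives set before the data were examined gave 0.371 to 1.0, while limma-voom with sample quality weights, chosen after seeing the values, gave 0.224. For Npy1r, the paper states an FDR below 0.475, against 1.0, and the fit without ethanol replicate 3 gave 0.549, within 1.5 times that value. The other alternatives set before the data were examined gave 0.799 to 1.0, and limma-voom with sample quality weights, chosen after seeing the values, gave 0.535.

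The paper describes Npy1r as tending to rise, and the log2 fold change was 0.10, with the lowest of the 6 values in an ethanol library. The paper counts 31 genes with promoter peaks in Table 1, where Hif3a stands on more than 1 line, so the lines name 30 different genes. Several falling genes had smaller log2 fold changes than in the paper's Table S3, among them Ttr (-2.39 against the paper's -6.47), Adipoq (-2.38 against the paper's -5.53), Cldn2 (-2.10 against the paper's -4.89), Kcnj13 (-1.75 against the paper's -2.41) and Mapk13 (-1.10 against the paper's -2.15). These values depended on the fit. Across the fits that left out 1 library, Ttr ran from -7.28 to -1.82 and Adipoq from -6.76 to -1.81. Cldn2 ran from -5.55 to -1.56, Kcnj13 from -2.44 to -1.38 and Mapk13 from -2.45 to -0.73. The range of each of these genes includes the paper's value. With the replicate block, Ttr was at -5.44, Adipoq at -2.5, Cldn2 at -3.07, Kcnj13 at -1.91 and Mapk13 at -1.2. Adipoq and Cldn2 are named after their values were seen.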

Other observations

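The tests on choroid plexus tissue, on sequencing depth for the choroid plexus genes, on a mislabelled library, on the 4 marker lists across the libraries and on the neighbor of Npy, and the splits for the gene counts, were chosen only after the result was seen.

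Many genes that fell after ethanol are markers of choroid plexus epithelium and of motile cilia and ependyma. The choroid plexus set had a median log2 fold change of -1.70, with 20 of 21 tested genes lower (adjusted p = 0.0797 from edgeR's camera test with Benjamini-Hochberg adjustment over 10 sets). With the replicate block it was -1.91 (camera adjusted p = 0.181; correlation of same-numbered libraries 0.208), and over the alternatives the adjusted p ran from 4.13e-26 to 0.244. The cilia set had a median of -0.48, with 17 of 17 genes lower (camera adjusted p = 0.0747, 0.181 with the block, and 4.3e-30 to 0.194 over the alternatives). The mean log2 CPM of the choroid plexus markers was 3.20, 4.07 and 3.55 in the control libraries and 0.85, 1.01 and 3.22 in the ethanol libraries, so ethanol replicate 3 was at the level of the controls. The mean of the cilia markers was 2.94, 3.37 and 3.21 in the control libraries and 2.70, 2.74 and 2.65 in the ethanol libraries, where ethanol replicate 3 was the lowest of the 6. Ttr was at 462, 996 and 817 CPM in controls and at 5.42, 4.34 and 425 CPM after ethanol. For the choroid plexus genes, a candidate explanation is that the dissected tissue held different amounts of choroid plexus. The choroid plexus markers varied between the 3 ethanol libraries with an SD of 1.33, which 0% of 10000 lists matched on expression reached (median SD 0.0708). This SD restates the values that prompted it, and markers that vary together exceed lists of unrelated genes whatever the reason, so it cannot separate a difference in tissue from regulation. With the choroid plexus marker score as a covariate, the median log2 fold change of 56 falling genes of Table S3, with 12 markers left out, went from -1.05 to -0.43, while that of the 23 rising genes went from 0.38 to 0.32. Sequencing depth does not account for it, since the lower total of ethanol replicates 1 and 2 ranked 3 among the 6 libraries. The fall of the choroid plexus genes cannot be told apart from a difference in dissected tissue, and whether ethanol acts on the choroid plexus was not tested. The low cilia markers in ethanol replicate 3, which was at 3.22 for the choroid plexus markers, go against the amount of choroid plexus as the explanation for the fall of the cilia genes as a set. Single markers differ: Foxj1 was at 13.9 CPM in ethanol replicate 3, within the 11.9 to 17.1 CPM of the controls, and the log2 fold change of Foxj1 went from -0.48 to 0.08 with the score as a covariate, while the log2 fold change of Ccdc39 went from -0.23 to -0.22. The amount of choroid plexus is thus not excluded for every cilia gene.

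The log2 fold change of Hif3a was 1.39, and with the choroid plexus score as a covariate it was 1.96. The score partly follows the groups and this fit leans on ethanol replicate 3, so the value of 1.96 is uncertain. Ethanol replicate 3 was at the level of the controls for the choroid plexus markers (3.22). Hif3a was at 3.55 CPM there, against 1.44 CPM in the highest control. In that library, this argues against the amount of choroid plexus as the explanation of the increase. The log2 fold change of Hif3a stayed positive under the other alternatives as well.

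Because ethanol replicate 3 resembled the controls in these markers, a mislabelled library was weighed. In this library, 17 of 19 glucocorticoid-response genes were above every control library, where matched lists had a median of 5 and 0% of 10000 lists had as many. The test speaks against an exchange with a control library, but the gene set was not blind to these data, so an exchange cannot be excluded by it.

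Larger differences between the libraries cross the groups. Each of the 10 splits of the 6 libraries into 3 and 3 was fitted with edgeR's quasi-likelihood test. The split of control replicates 1 and 3 with ethanol replicate 3 against control replicate 2 with ethanol replicates 1 and 2 gave 3251 genes with an adjusted p below 0.2, against 0 for ethanol against control (763 at an unadjusted p below 0.05). The same split gave 2676 genes with the likelihood ratio test, 3385 with DESeq2 and 3170 with limma-voom with sample quality weights. It parts 1 of the 3 same-numbered pairs, whereas the real split parts 3. With the gene length correction it still gave 2790 genes, and the mean totals of its sides had a ratio of 0.972 with overlapping totals, so gene length and depth do not account for it. A candidate explanation is that the dissections held different mixtures of neighboring tissue. The mean of 14 cortical-type glutamatergic neuron markers varied over the 6 libraries with an SD of 0.356 on the log2 scale (median of matched lists 0.0399), and the mean of 15 striatal-type GABA neuron markers with an SD of 0.357 (0.0483). Oligodendrocyte markers had an SD of 0.421 (0.0389) and hypothalamic neuron markers 0.646 (0.0923), and these 2 lists were written after the data were seen. For each of the 4 lists, 0% of 10000 matched lists reached the SD. Markers of any cell type vary together and exceed lists of unrelated genes whatever the reason, and an SD over all 6 libraries does not test whether they follow this split, so these values cannot decide between a mixture of tissue and a change of expression in the same cells. The mean log2 CPM of the striatal-type list overlapped between the 2 sides of the split (4.13 in control replicate 3, 4.30 in ethanol replicate 1). That of the oligodendrocyte list overlapped as well (6.62 in control replicate 3, 6.77 in ethanol replicate 2). The cortical-type list did not overlap, with 5.21, 5.46 and 4.99 in control replicates 1 and 3 and ethanol replicate 3. On the other side, control replicate 2 and ethanol replicates 1 and 2 were at 5.68, 5.7 and 5.96. The hypothalamic list did not overlap either, with 1.28, 1.66 and 2.62 on the first side against 1.07, 0.96 and 0.95. Some of these lists thus followed the split and others did not. The differences between the libraries cannot be told apart from different mixtures of tissue. Hypothalamic markers were highest in ethanol replicate 3, at a mean log2 CPM of 2.62, against 0.95 to 1.66 in the other libraries. No biological explanation was tested, since the rats' treatment does not follow this split. No batch of library preparation is given in the labels.

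The results of the models were compared with those from the other splits that part all 3 same-numbered pairs, 4 splits with the real one. For the quasi-likelihood test, the real split gave 0 genes with an adjusted p below 0.2 (763 at an unadjusted p below 0.05), so 4 of the 4 splits necessarily gave at least as many, and the comparison shows nothing. For the likelihood ratio test, DESeq2 and limma-voom with sample quality weights, 1 of the 4 did, the real one itself. The next split gave 67 genes with the likelihood ratio test and 71 with DESeq2, against 77 and 75 in the real split, while with limma-voom with sample quality weights the other 3 gave 0 (521 to 1830 at an unadjusted p below 0.05), against 83. Among all 10 splits, the real one did not give the most genes with any of these tests. The direction of the Table 1 genes was as large in 1 of the 4 splits, and so was the number of gene sets with an adjusted p below 0.2, again the real one itself. For these 2 results the real split was also first among all 10, with a signed mean of 0.203 (next 0.132) and 5 sets (next 1). First place is the most that 4 splits can show, and their share can never be under 0.05, so the comparison decides nothing either way, and these results cannot be told apart from a chance division of the libraries.

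Npy, the gene of the peptide that binds the receptor Npy1r, was listed at 0 counts in each of the 6 libraries. It lies on chromosome 4 of Rnor_6.0 from 79557856 to 79565059, and the neighboring LOC100912228, from 79573999 to 79581212 on the same strand, was also at 0 counts. These genes have 3 consecutive exons of equal length (188, 81 and 202 nt), while the first exons differ (96 and 107 nt). A candidate explanation is that reads of Npy aligned to both genes and were left out by the counting. The 3 exons of equal length fit with a near copy. Over all genes, 49.0% of the 908 genes with such a neighbor were at 3 counts or fewer in every library, against 18.0% of the 18596 genes without one, but families of neighboring genes that the brain does not use would give the same difference. Sequences were not compared here, so low expression of Npy cannot be excluded, and no fold change is given for it.

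Genes of the rule that belong to no claim had small changes. Arc was at 42.5 CPM in controls and 52.8 CPM after ethanol. The log2 fold change of Arc was 0.31 (adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.801 with the replicate block, and 0.561 to 1.0 over the alternatives), with overlapping groups. The log2 fold change of Nr3c1, the gene of the glucocorticoid receptor, was -0.02 (adjusted p = 1.0 from the same edgeR test, 0.998 with the block, and 0.861 to 1.0 over the alternatives), and its sign changed in some fits that left out 1 library. Immediate-early genes had a median log2 fold change of 0.18 with 14 of 18 genes higher (camera adjusted p = 0.177 with Benjamini-Hochberg adjustment, 0.216 with the block, and 6.12e-07 to 0.424 over the alternatives). Hypoxia-response genes had a median of 0.069 (camera adjusted p = 0.559 with the same adjustment). Over all tested genes, 662 were higher and 942 lower in all 3 ethanol libraries than in all 3 control libraries, together 8.8%, where chance gives 10%.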
